A study of Mus musculus with 13 samples. Its data were reported in "A combination treatment based on drug repurposing demonstrates mutation-agnostic efficacy in pre-clinical retinopathy models" (2024).

How the data were processed

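RNA from 1 retina per mouse was sequenced for 13 mice, and the deposited labels assign 4 libraries to wild type, 4 to Rpe65-/- on vehicle and 5 to Rpe65-/- with TMB. The design text of the series describes 3 wild-type mice, while labels and tables hold 4; all 4 were used, and the effect of leaving out each one is given. The fold-change tables of the authors were also made from all 4, since the deposited mean counts matched the mean of the size-factor scaled counts of all 4 wild-type libraries within 1% for 100% of genes with a mean above 10 in both comparisons.

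The authors used the mouse build GRCm38 and, per the methods of the study, aligned reads with STAR 2.7.11b after trimming with Trimmomatic v0.40. Read quality was inspected with FastQC v0.11.9 and RSeQC v5.0.1, reads were counted with HTSeq 2.0, and groups were compared by DESeq2 in R v4.2.1. The deposited tables hold raw read counts per gene for 29700 nuclear genes and 16 mitochondrial genes, with the wild-type counts listed in 2 sets of columns whose values were identical. The deposited tables also hold log2 fold changes of each Rpe65-/- group against wild type and the adjusted p-value of each from the authors' DESeq2 fits; these were only counted. At an adjusted p under 0.05 the deposited nuclear table lists 3365 genes for vehicle against wild type and 1412 for TMB against wild type, and 5 and 3 genes are listed among mitochondrial ones. No symbol was listed more than once. Gene coordinates were identical to those of GENCODE M21 for 97.2% of genes. Whether counting used the strand of the reads is not given in the sources used here.

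Total counts per library ranged from 14155121 to 17186113, nuclear and mitochondrial counts together. For a single library 3 counts, the upper limit that a count of 0 allows, correspond to 0.177 to 0.232 CPM. Intervals and floors cover counting error only.

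Differential expression was tested with edgeR 4.0.16 (quasi-likelihood F test) in R 4.3.3, with 1 fit of all 13 libraries, TMM normalization, the filterByExpr filter by group (16782 genes kept) and no covariate. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. Mitochondrial genes were tested in their own table, so that each value is relative to the other mitochondrial genes; 15 of 16 passed the filter. Alternatives were DESeq2 1.42.0, limma 3.58.1 (limma-trend, prior count 2), size factors of the DESeq2 kind in edgeR, no filter on low counts, a mean count of at least 100, sex as a covariate, a test against a fold change of 1.2, only the 2 groups compared, the number in the library name as a block, leaving out each library in turn, and, for mitochondrial genes, nuclear library size as the scale.

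A total of 29 gene lists were written from general knowledge of the retina: cell types, stress and signalling responses, metabolism, and markers of tissue that a dissection can carry along. They were tested with camera from limma at a preset inter-gene correlation of 0.01, over 87 tests in all, and again with the correlation estimated from the data and with fry. Named genes were Rpe65; per comparison and direction the 10 genes with the largest fold change among called genes with a mean of at least 5 CPM in either group and no overlap between groups; up to 4 members of each list with the smallest adjusted p; the 10 most abundant mitochondrial genes; and Jun, Junb and Fos, which the study names. Symbols of the form Gm or Rik, clone names and sex-linked genes were passed over, which removed 7 and 6 genes in vehicle and 9 and 6 in TMB libraries (higher and lower). A few other genes, chosen after their values were seen, are marked as such. Some genes that the rule names are not reported.

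The shift of disease-changed genes was measured with limma-trend on log2 CPM. In each of the 6 ways of setting aside 2 vehicle libraries, genes with an adjusted p under 0.05 between the other 2 and wild type were chosen, and the median TMB minus set-aside difference was taken, signed so that negative values lie toward wild type. Shares of counts were compared by two-sided exact permutation tests and other splits of the libraries were drawn 100 at most. Groups, tests, lists, alternatives and the naming rule were fixed before the data were examined, except that parts of the authors' supplementary tables, including the mitochondrial counts, had been read as excerpts when these choices were made.

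A trend with GC content was seen in the data and removed as an added alternative. For each library a cubic in the GC content of the longest GENCODE M21 transcript was fitted to log2 CPM minus the gene's mean, over 16711 genes (99.6% of those tested), and used as an offset in edgeR or taken away from log2 values. Fits with only the 2 groups by DESeq2, and without wild type F4 for TMB against vehicle, were also added then. Sequence shared between genes was measured as the percentage of a gene's 50-base sequences that occur in another annotated gene, with Python 3.11.15.

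The pipeline was tested on simulated data made from the libraries' own counts with 200 changed genes per comparison. It recovered 34.3%, 31.3% and 31.3% of genes changed 1.5-fold in the 3 comparisons, 73.1%, 86.6% and 76.1% of those changed 2-fold and 93.9%, 95.5% and 89.4% of those changed 4-fold, and 4.29%, 4.05% and 3.68% of calls were false. Each gene was simulated on its own, without differences between libraries that many genes share. These rates may therefore not hold for the real libraries. The shift was recovered as -0.24 when simulated at -0.25, and as 0.00014 when simulated at 0. A GC trend added to the vehicle libraries gave 4926 called genes, and 1 after its removal. That trend was made from the same GC values that the removal fits, so GC effects of another form were not tested. The simulation held no other change, so whether the removal also takes away real differences that follow GC content was not tested. No library was left out of the tests. A deposited subset of highly expressed genes repeats part of the nuclear counts and was not used here.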

Results

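Bulk RNA sequencing measured gene expression in the retina of 13 mice in 3 groups. The groups were wild-type mice (n = 4), Rpe65-/- mice on vehicle (n = 4) and Rpe65-/- mice given TMB (n = 5), where Rpe65-/- animals lack the retinoid isomerase that regenerates the visual chromophore and serve as a model of Leber congenital amaurosis. TMB is a combination of tamsulosin, an alpha-1 adrenergic receptor antagonist, metoprolol, a beta-1 adrenergic receptor antagonist, and bromocriptine, a dopamine D2-type receptor agonist. It was given in the diet from postnatal day 22 to collection on day 64, and the wild-type mice are described as 2 months old. Libraries are named below by group, sex letter and number as labelled. Total counts per library ranged from 14377462 to 17186113 in wild type, from 14203273 to 16861577 in vehicle and from 14155121 to 16787202 in TMB libraries. Fold changes below are log2 values with their standard error, and p values are adjusted by the Benjamini-Hochberg method unless stated.

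Transcripts of Rpe65, a gene of the retinal pigment epithelium on chromosome 3 (159599175 to 159625321, GRCm38), fell in both Rpe65-/- groups. The wild-type libraries held 106, 226, 135 and 72 Rpe65 counts, against 1 to 8 counts in the vehicle libraries and 0 to 7 in the TMB libraries. The log2 change was -4.73 ± 0.52 in vehicle (edgeR adjusted p = 2.74e-05, n = 4 and 4) and -5.55 ± 0.52 in TMB libraries (edgeR adjusted p = 5.47e-06, n = 5 and 4). TMB and vehicle libraries differed by -0.82 ± 0.75, which did not pass the test (edgeR adjusted p = 0.526). Xist, transcribed from the inactive X chromosome, and Eif2s3y, a gene of the Y chromosome, matched the labelled sex in every library but 1. The library labelled vehicle F2, a female by its label, had Xist at 0.066 counts-per-million (CPM) and Eif2s3y at 92.2 CPM. Its 8 Rpe65 counts are at the Rpe65-/- level, but these data do not tell whether only the sex label is wrong or the library was exchanged with another Rpe65-/- mouse, of either group. Without it 5231 genes changed between vehicle and wild type and 0 between TMB and vehicle libraries (edgeR).

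On the first principal component, with 38.8% of the variance, 3 of the 4 wild-type libraries lay apart from all others. Wild type F4 lay at -0.89 on that axis, among the Rpe65-/- libraries, while the other 3 lay between -65.0 and -52.9, the vehicle libraries between 20.3 and 39.5 and the TMB libraries between -4.47 and 19.2. Over genes, its log2 CPM correlated at a mean r of 0.964 with the other wild-type libraries and 0.972 with the vehicle libraries, whereas the other 3 correlated with each other at 0.983. Genes are not independent replicates. Genes rich in G and C bases set the same library apart. The GC-richest 20% of genes lay at a mean of 0.28 log2 units above their average over all libraries in wild type F4, and at -0.38, -0.33 and -0.49 in the other 3. In the vehicle libraries that mean was between 0.12 and 0.33, and in the TMB libraries between -0.19 and 0.13.

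**Figure D1:**
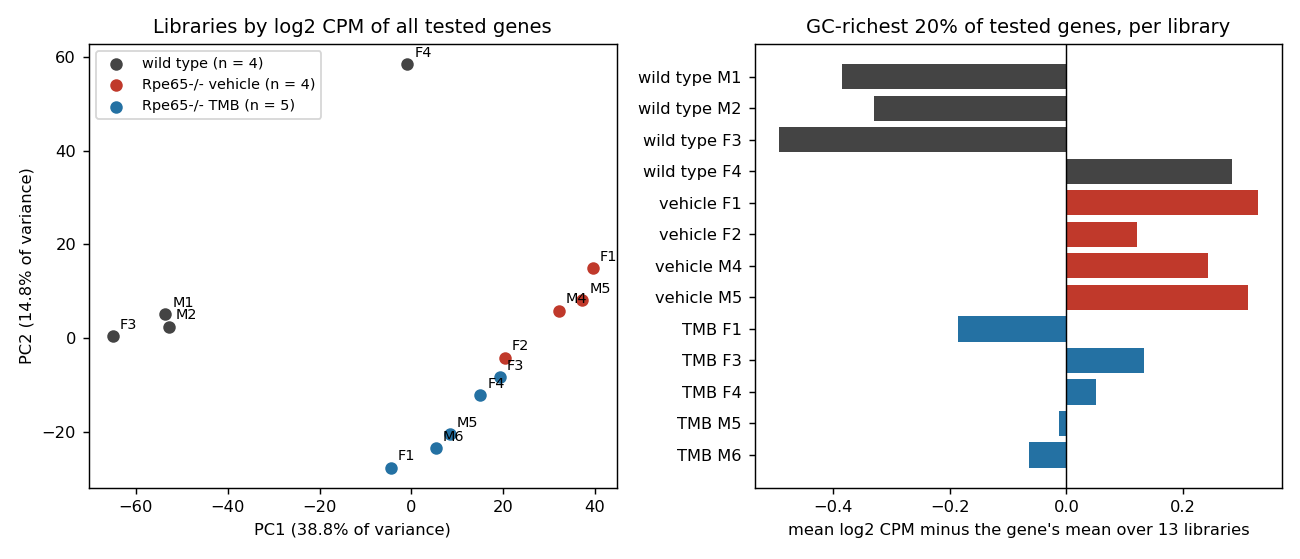
Left, the 13 libraries on the first 2 principal components of log2 CPM, with 38.8% and 14.8% of the variance. Right, the mean log2 CPM of the GC-richest 20% of genes in each library, after each gene's mean over 13 libraries was taken away; wild type F4 (0.28) lies with the vehicle libraries (0.12 to 0.33) rather than with the other wild-type libraries (-0.49 to -0.33).

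The first comparison asked how the retinal transcriptome of Rpe65-/- mice on vehicle differs from wild type. The study gives the exact background of its Rpe65-/- line as unknown, though likely mostly that of its wild-type strain. Differences from wild type may therefore hold effects of strain beside those of the lost gene. Cone transcripts fell strongly. Opn1sw, the short-wavelength cone opsin, dropped from a mean of 374 CPM in wild type to 8.92 CPM in vehicle libraries, a log2 change of -5.38 ± 0.35 (edgeR adjusted p = 8.02e-08, n = 4 and 4). Pde6h (-4.25 ± 0.25) and Pde6c (-3.15 ± 0.19), subunits of the cone phosphodiesterase, and Gnat2 (-2.38 ± 0.11), the cone transducin alpha subunit, fell as well. Of the 15 cone genes measured, 13 fell and 1 rose, and 14 fell and 1 rose adjusted over the list alone. The median cone change was -1.91 (camera adjusted p = 4.91e-13, adjusted p = 0.115 with an estimated correlation, fry adjusted p = 4.1e-07). Rod genes moved far less. Of 31 rod phototransduction and outer segment genes, 12 fell and 3 rose (13 and 3 adjusted over the list alone), with a median of -0.24. Pdc, which encodes phosducin (-0.90 ± 0.13), Grk1, the rhodopsin kinase (-0.59 ± 0.08), and Rgs9bp (-0.55 ± 0.07) fell, while Sag, the rod arrestin, rose by 1.19 ± 0.14. The rod list passed camera (adjusted p = 0.0253). It did not pass with an estimated correlation (adjusted p = 0.875), by fry (adjusted p = 0.155) or without wild type F4 (camera adjusted p = 0.427). The rod list level of wild type F4 was 0.26 above the average of all libraries. Without that library the median of log2 CPM differences of the rod list was -0.0964. Rhodopsin transcripts made up 3.64 ± 0.36% of nuclear counts in wild type (SD, n = 4) and 2.63 ± 0.25% in vehicle libraries (SD, n = 4; two-sided exact permutation p = 0.0286, adjusted over 3 comparisons 0.0429). That is the smallest p this design can give.

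Glial stress genes rose in the vehicle libraries. Edn2, an endothelin made by stressed photoreceptors, went from 4.22 to 58.5 CPM (3.80 ± 0.41, edgeR adjusted p = 2.51e-05), although 1 library, vehicle M4, reached 123 CPM. Gfap, the intermediate filament of reactive Müller glia (1.56 ± 0.24), Stat3 (0.86 ± 0.09) and Osmr, the oncostatin M receptor (0.65 ± 0.12), rose too. In all, 9 of 20 gliosis genes rose and 1 fell (10 and 1 adjusted over the list alone), with a median of 0.69 (camera adjusted p = 0.000934, adjusted p = 0.678 with an estimated correlation). By fry the adjusted p of the gliosis list was 0.0128. Homeostatic Müller glia genes had a median of 0.30, with 7 of 17 higher and 1 lower (the same counts adjusted over the list alone), including Crym (0.89 ± 0.16) and Car14 (0.62 ± 0.12). This list did not pass without vehicle F1 or without vehicle M5. Microglia and macrophage genes had a median of 0.36, with 5 of 18 higher (5 adjusted over the list alone), among them Csf1r (0.67 ± 0.15), Tmem119 (1.43 ± 0.35) and the complement gene C1qb (0.86 ± 0.25). The microglia list did not pass without wild type M2 or without vehicle F1. Cone bipolar genes had a median of 0.27, with 5 of 11 higher (6 adjusted over the list alone), led by the transcription factors Fezf2 (1.07 ± 0.18) and Irx6 (0.70 ± 0.17). Retinal pigment epithelium genes had a median of 0.89, with 7 of 15 higher and Rpe65 itself lower (8 and 1 adjusted over the list alone), as for Slc16a8, a lactate transporter (2.40 ± 0.41), and Ttr, transthyretin (1.88 ± 0.43). This rise rested on 2 libraries, with list levels of 0.44 in vehicle F1 and 1.28 in vehicle F2 but -0.38 and -0.28 in vehicle M4 and M5, inside the wild-type range of -0.44 to 0.0028, and the list did not pass without vehicle F1 or without vehicle F2. These last 4 lists passed camera at adjusted p = 0.043, 0.0437, 0.0253 and 0.043, in the order given. With an estimated correlation their adjusted p values were 0.678, 0.678, 0.678 and 0.875, and by fry 0.0155, 0.0155, 0.00668 and 0.155. Without wild type F4 the camera adjusted p values were 0.192, 0.192, 0.0786 and 0.192. The medians of log2 CPM differences changed little without that library, from 0.29, 0.349, 0.24 and 0.838 to 0.323, 0.391, 0.261 and 0.745. Without that library the cone (8.27e-08) and gliosis (0.0171) lists still passed, and the cytosolic ribosome (median 0.25, adjusted p = 0.00479) and nuclear respiratory chain lists (median 0.21, adjusted p = 0.0306) passed as higher in vehicle libraries, which they did not with all libraries (adjusted p = 0.582 and 0.417).

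Across all genes, 5697 of 16782 tested genes changed between vehicle and wild type, 2629 higher and 3068 lower, and 856 of them changed at least 2-fold (edgeR, adjusted p under 0.05). DESeq2 called 6323 genes and limma 5917. Among the genes with the largest changes were Eno1b, an enolase-like gene (6.38 ± 0.16), Rpl34-ps1 (6.34 ± 0.19) and Tma7-ps (5.43 ± 0.32), of whose 50-base sequences 84.5%, 100% and 68.5% also occur in another gene, so that these values are uncertain. Trim43b, which shares 48.8% of its 50-base sequences, had 371 counts in vehicle libraries and 1 in wild type (ratio 343, 95% counting interval 61.2 to 13580). Sox30, a transcription factor (4.33 ± 0.27), Tmem26 (3.69 ± 0.22), Slc6a2, the noradrenaline transporter (3.67 ± 0.43), and Ttc34 (3.55 ± 0.25) were also among them. The lower group held, beside cone genes and Rpe65, the histidine decarboxylase gene Hdc (-4.96 ± 0.28), the kinetochore gene Spc25 (-3.16 ± 0.15), Olfr1372-ps1 (-3.10), Olfr1417 (-3.06), Tex28 (-2.98) and Tmem267 (-2.88). Ttc34, Opn1sw, Pde6h, Olfr1372-ps1 and Tmem267 overlap another gene in the deposited coordinates, and reads of overlapping genes could not be separated. The number of genes depended on single libraries. It was 9508 without wild type F4, 2967, 3066 and 2849 without wild type M1, M2 and F3, and 3152 and 3389 without vehicle F1 and M5. With the GC trend of each library removed, a setting chosen after the data were seen, 3237 genes passed, of which 2264 were among the 5697.

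**Figure D2:**
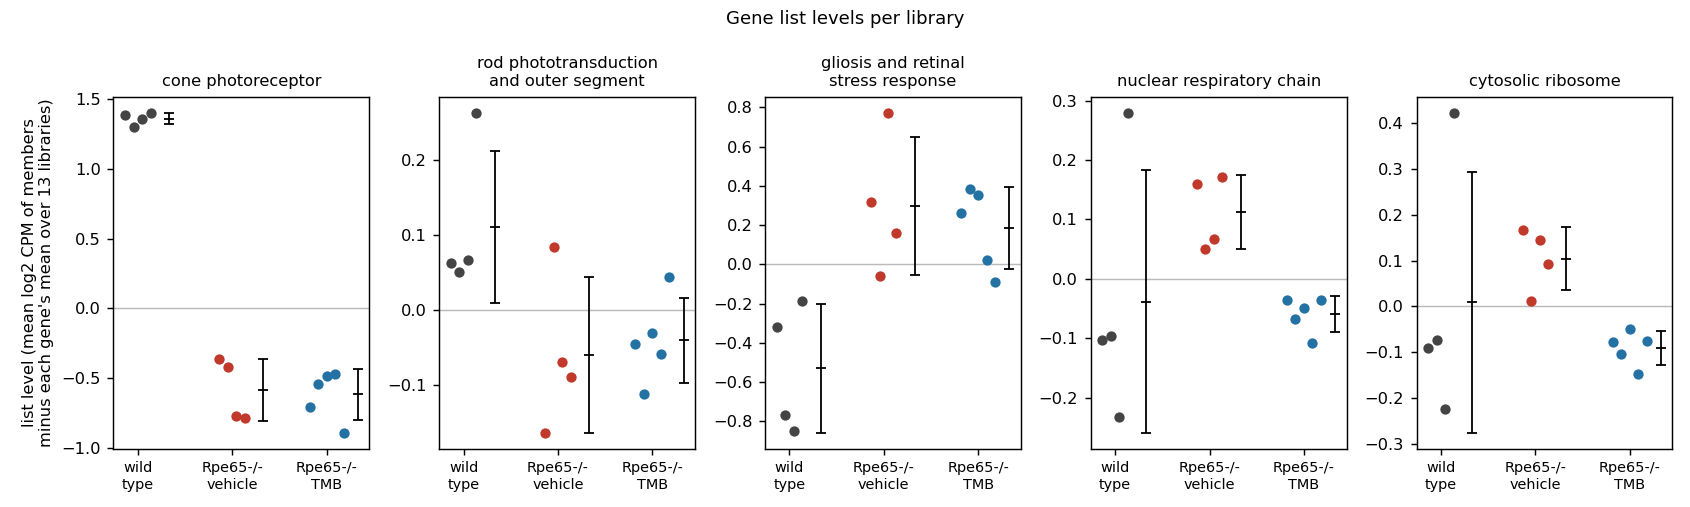
Level of 5 gene lists in each library, as the mean log2 CPM of the list's genes minus each gene's mean over 13 libraries; points are libraries (n = 4, 4 and 5) and bars the group mean ± SD. The cone list separates both Rpe65-/- groups from wild type, with median changes of -1.91 and -1.85, while the respiratory chain and ribosome lists are high in wild type F4 (0.28 and 0.42).

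The second comparison set the TMB libraries against wild type. Cone transcripts again fell strongly, with Opn1sw at -5.50 ± 0.32 (edgeR adjusted p = 2.34e-08, n = 5 and 4), Pde6h at -4.84 ± 0.24, Pde6c at -2.95 ± 0.17 and Gnat2 at -2.34 ± 0.10. Of 15 cone genes 13 fell and 1 rose (14 and 1 adjusted over the list alone), with a median of -1.85 (camera adjusted p = 2.23e-21). This call also held with an estimated correlation (adjusted p = 0.0403), the only one of 87 list tests to do so. Gliosis genes rose, 8 of 20 (9 adjusted over the list alone), with Edn2 at 3.70 ± 0.40, Gfap at 1.37 ± 0.23 and Stat3 at 0.89 ± 0.09 and a list median of 0.42 (camera adjusted p = 0.000101, adjusted p = 0.678 with an estimated correlation). By fry the adjusted p of this list was 0.0155. Rod genes had a median of -0.23, with 6 of 31 lower and 3 higher (13 and 3 adjusted over the list alone), and Sag again rose (0.91 ± 0.14). Rhodopsin made up 2.62 ± 0.0873% of nuclear counts (SD, n = 5; two-sided exact permutation p = 0.00794 against wild type, adjusted 0.0238).

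Further lists passed camera for TMB against wild type. Ganglion cell genes had a median of -0.27, with 4 of 13 lower (5 adjusted over the list alone), among them the neurofilament gene Nefl (-0.54) and the glutamate transporter gene Slc17a6 (-0.53). Heat shock genes had a median of -0.25, with 5 of 11 lower (5 adjusted over the list alone), as for Hspa8 (-0.62 ± 0.08) and Dnaja1 (-0.43 ± 0.07), although 51.4% and 18.7% of their 50-base sequences occur in other genes. Cholesterol biosynthesis genes had a median of -0.15, with 4 of 21 lower (4 adjusted over the list alone), including Sc5d (-0.62 ± 0.12) and Cyp51 (-0.48 ± 0.10). Interferon and antigen presentation genes had a median of -0.72, with 3 of 19 lower (3 adjusted over the list alone), among them Ifit1 and Usp18. In wild type F4 this list stood 1.33 above the average of all libraries. Erythrocyte genes had a median of -1.16 with 2 of 4 lower, pigment epithelium genes 0.54 with 3 of 15 higher and Rpe65 lower, and microglia genes 0.29 with none of 18 passing (2, 7 higher with 1 lower, and 0 adjusted over the list alone). The erythrocyte call was kept in only 8 of 19 alternative settings. Without wild type M2 or TMB F1 the microglia list did not pass. The pigment epithelium list level was 0.47 in TMB F1 and between -0.29 and 0.10 in the other TMB libraries, and the list also did not pass without TMB F1, wild type M1 or vehicle F1. The adjusted camera p values of the rod, ganglion cell, heat shock, cholesterol, interferon, erythrocyte, pigment epithelium and microglia lists were 0.00291, 0.00635, 0.00378, 0.0389, 0.0123, 0.0495, 0.043 and 0.0358. By fry the ganglion cell (adjusted p = 0.0368), heat shock (0.00434) and microglia lists (0.0427) passed, and the others did not (adjusted p from 0.0513 to 0.366). None of these 8 passed with an estimated correlation (adjusted p from 0.115 to 0.875) or without wild type F4 (adjusted p from 0.0786 to 0.562). Without that library the medians of log2 CPM differences of the rod, ganglion cell, heat shock and interferon lists shrank from -0.246, -0.256, -0.13 and -0.55 to -0.139, -0.138, -0.0839 and -0.22, while those of the cholesterol, erythrocyte, pigment epithelium and microglia lists went from -0.147, -1.11, 0.555 and 0.318 to -0.168, -1.21, 0.574 and 0.244. The interferon and heat shock lists were also low in vehicle libraries against wild type without passing camera, with medians of -0.64 (8 of 19 lower and 1 higher, 8 and 1 adjusted over the list alone, camera adjusted p = 0.139) and -0.22 (5 of 11 lower, 5 adjusted over the list alone, camera adjusted p = 0.0742, fry adjusted p = 0.00577). Without wild type F4 their medians of log2 CPM differences in vehicle libraries were -0.257 and -0.219 (camera adjusted p = 0.809 and 0.41).

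In total 1600 genes changed between TMB and wild type, 757 higher and 843 lower, with 429 changed at least 2-fold (edgeR). DESeq2 called 2202 genes and limma 1585. Hist1h2bq, a histone gene that shares 97.3% of its 50-base sequences, had 458 counts against 2 (ratio 178, 95% counting interval 49.0 to 1473). Rpl34-ps1 (6.19), Eno1b (6.04), Tma7-ps (4.70), Sox30 (4.02), Slc6a2 (3.87), Tmem26 (3.85) and the chemokine receptor gene Ackr4 (4.10), which overlaps Acad11, followed. Hdc (-4.61 ± 0.25), Olfr1417 (-3.42), Tex28 (-3.08), Tmem267 (-3.02), Spc25 (-2.93 ± 0.13) and Abhd14a (-2.88 ± 0.34), which overlaps Abhd14b, were among the 10 lowest named genes. The others were Rpe65 and the cone genes Opn1sw, Pde6h and Pde6c. The count was 6490 without wild type F4, 896 and 944 without wild type M1 and M2, and 1007 and 973 without TMB F3 and F4. With the GC trend of each library removed it was 2642, of which 1472 were among the 1600.

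The 2 Rpe65-/- groups shared 1372 changed genes against wild type, 634 higher and 738 lower in both and 0 in opposite directions (edgeR). Overlaps of 119 and 154 would be expected from the 2 counts alone, but both comparisons use the same wild-type libraries. Over all genes the 2 fold changes correlated at r = 0.848. Simulated data without any effect gave 0.538 for that reason, and with the wild-type libraries divided between the comparisons the mean r was 0.624. In that division, with fewer wild-type libraries per comparison, 278.5 genes on average changed in both (176 to 354). On average 1 of these changed in opposite directions. Of the shared genes 351 changed at least 2-fold in both groups, 197 higher and 154 lower. Genes within 20 Mb of Rpe65 were over-represented among these (6 of 80, odds ratio 3.85, 95% interval 1.36 to 8.88, Fisher's exact p = 0.00649).

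The third comparison asked whether TMB changed the Rpe65-/- retina. No gene passed at an adjusted p under 0.05 when all 13 libraries were fitted together by edgeR, although 3064 genes had an unadjusted p under 0.05 where 839 would be expected by chance. DESeq2 called 59 genes, limma 0. Cone genes did not differ detectably, with a list median of -0.04 (camera adjusted p = 0.913) and 0 of 15 passing. Rod genes had a median of 0.00 (adjusted p = 0.723), or 0.07 with the GC trend removed (adjusted p = 0.0247), and rhodopsin shares differed by -0.0109 percentage points (exact permutation p = 0.944). The count rested on the spread contributed by wild type F4. With only the TMB and vehicle libraries in the fit 2402 genes passed, and without wild type F4 2741 passed, 2300 of them in both settings. In the fit of these 2 groups 29 of 73 cytosolic ribosome genes were lower and 0 higher, as were 25 of 72 nuclear respiratory chain genes with 2 higher and 8 of 21 glycolysis genes with 0 higher. With the GC trend of each library removed the fit of 2 groups called 256 genes and the fit of all libraries called 2.

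At the preset correlation 5 gene lists passed camera between TMB and vehicle libraries, all lower in TMB, and 0 passed with an estimated correlation or by fry. Cytosolic ribosome genes had a median of -0.18 (camera adjusted p = 5.62e-05) and nuclear-encoded respiratory chain genes a median of -0.10 (adjusted p = 0.000491). With an estimated correlation the adjusted p was 0.875 for each, and by fry it was 0.457 and 0.337. Both lists kept their direction with the GC trend removed (-0.12, adjusted p = 2.97e-05, and -0.11, adjusted p = 0.000305). The mean change was -0.20 and -0.17. Among their members Rpl29 (-1.11), Rpl11 (-0.58), Ndufa1 (-0.75) and Ndufa3 (-0.60) were lower and Rpl30 (0.58) and Atpif1 (0.57) higher in TMB libraries, none of them past the threshold, and Rpl29 and Rpl11 share 47.9% and 38.3% of their 50-base sequences with other genes. Glycolysis genes had a median of -0.18 (adjusted p = 0.00242), with Pgk1 at -0.22 and the glucose transporter gene Slc2a1 at -0.28, but a median of -0.07 with the GC trend removed (adjusted p = 0.176). Müller glia genes had a median of -0.15 (adjusted p = 0.0346), with Rlbp1 at -0.36 and Apoe at -0.65, and lost the call without wild type F4 (adjusted p = 0.0786), where the median of log2 CPM differences stayed at -0.142, and also without vehicle F1, vehicle M5 or TMB F4 and with only the 2 groups compared. With an estimated correlation the adjusted p values of the glycolysis and Müller glia lists were 0.875 and 0.678, and by fry 0.366 and 0.155. None of the 73, 72, 21 and 17 members passed, over all genes or adjusted over the list alone. Lens genes had a median of -3.65 (adjusted p = 0.0495, adjusted p = 0.947 with an estimated correlation, 0.113 without wild type F4), with 0 of 11 genes passing over all genes or adjusted over the list alone. Lens transcripts varied within groups, with list levels from -3.59 to 3.53 in wild type, -2.80 to 4.33 in vehicle and -1.70 to 1.39 in TMB libraries.

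**Figure D3:**
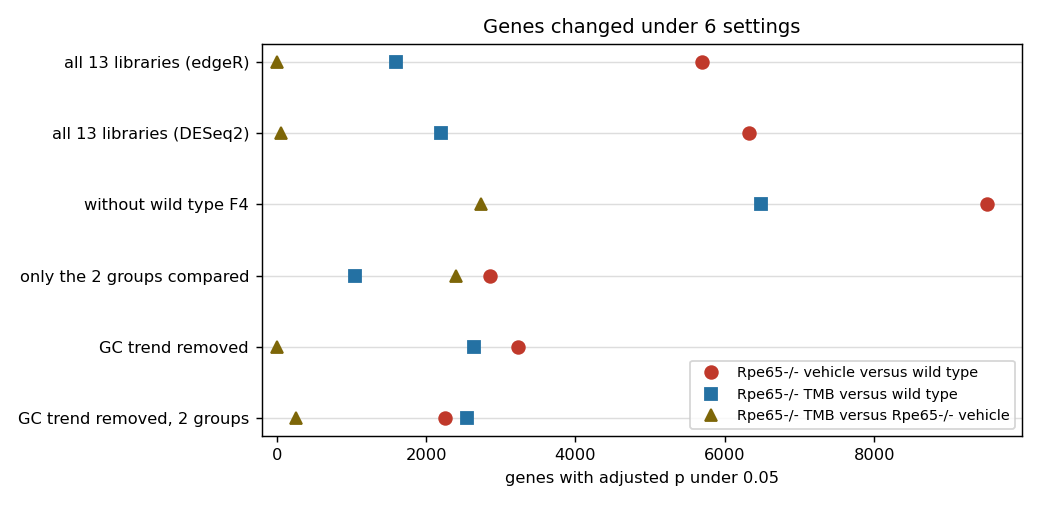
Number of genes with an adjusted p under 0.05 in each of the 3 comparisons (symbols) under 6 settings. TMB against vehicle goes from 0 genes with all 13 libraries to 2741 without wild type F4 and 2402 with only the 2 groups compared, and to 256 in the last setting, where the GC trend is also removed.

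Mitochondrially encoded transcripts made up 4.55 ± 1.34% of all counts in wild type (SD, n = 4), 3.04 ± 0.46% in vehicle (SD, n = 4) and 3.78 ± 0.29% in TMB libraries (SD, n = 5). Differences from wild type did not pass the test (two-sided exact permutation p = 0.0857 for vehicle and 0.254 for TMB, adjusted over 3 comparisons 0.129 and 0.254). For vehicle the smallest p this test can give is 0.0286. The vehicle libraries lay between 2.69% and 3.70%. The share was higher in TMB than in vehicle libraries with p = 0.0397 by the same exact test, and 0.119 after adjustment. Wild type F4 had 2.84% (95% Wilson interval 2.8358 to 2.8525, for counting error only), against 6.02%, 4.28% and 5.06% in the other wild-type libraries. After the group means were taken away the share followed the first principal component over the 13 libraries, with Pearson's r = -0.843 (permutation p = 0.0119) and Spearman's rho = -0.841 (p = 0.00057), and r = -0.787 without wild type F4 and M1.

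**Figure D4:**
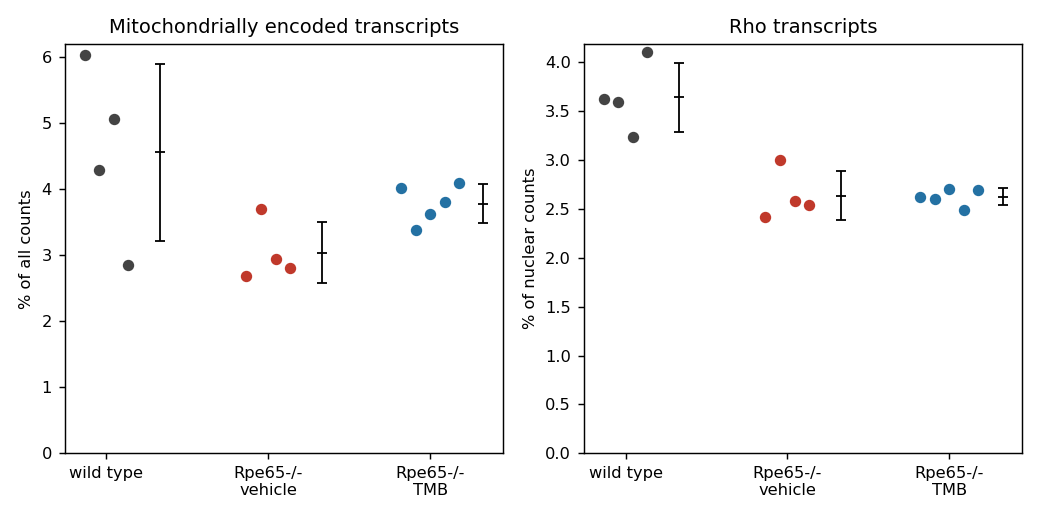
Left, share of all counts from the mitochondrial genome; right, share of nuclear counts from rhodopsin. Points are libraries and bars the group mean ± SD (n = 4, 4 and 5): the mitochondrial means are 4.55%, 3.04% and 3.78% and the rhodopsin means 3.64%, 2.63% and 2.62%.

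Relative to the other mitochondrial transcripts, 7 of 15 tested mitochondrial genes changed in vehicle libraries, 3 higher and 4 lower, and 5 changed in TMB libraries, 2 higher and 3 lower (edgeR). Among complex I subunit genes mt-Nd3 fell by 0.69 in vehicle (adjusted p = 0.00989) and by 0.61 in TMB libraries (adjusted p = 0.0144), and mt-Nd4l was higher by 0.49 and 0.39. The tRNA gene mt-Tp was lower in both (-0.67 and -0.59). By mean count mt-Nd3 (146), mt-Nd4l (72.7) and mt-Tp (398) were the least abundant of the 15 tested genes. In vehicle libraries mt-Cytb, the cytochrome b gene, rose by 0.28 ± 0.09 and mt-Nd1 by 0.14 ± 0.05, and mt-Nd5 (-0.10) and mt-Nd6 (-0.34) fell. In TMB libraries mt-Nd1 rose by 0.14 ± 0.05 and the ribosomal RNA gene mt-Rnr1 fell (-0.45 ± 0.13). Of the 10 most abundant genes 4 changed in vehicle and 2 in TMB libraries. The direction depended on the scale. Against nuclear counts all 13 genes that passed in vehicle libraries were lower, with a median over the 15 genes of -0.88, and mt-Nd1, mt-Cytb and mt-Nd4l then turned to -0.62, -0.45 and -0.24, of which mt-Cytb (adjusted p = 0.0539) and mt-Nd4l (adjusted p = 0.303) did not pass. In TMB libraries 4 genes passed on that scale, all lower (median -0.43), while mt-Nd1 turned to -0.27 (adjusted p = 0.282) and mt-Nd4l went to 0.01 (adjusted p = 0.951), neither passing. Between TMB and vehicle libraries 0 of 15 mitochondrial genes passed by edgeR on either scale or by DESeq2, with 1 gene at an unadjusted p under 0.05 (4 against nuclear counts) and a median of 0.38 against nuclear counts. The count in vehicle libraries was 3 without wild type M2, wild type F3 or vehicle M4 and 4 without vehicle F1, vehicle F2 or TMB M5, and that in TMB libraries was 1 without wild type M2.

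The last comparison asked whether genes changed in the Rpe65-/- retina lay nearer to wild type after TMB. Genes were chosen in 2 vehicle libraries and the shift was measured against the other 2, in each of the 6 possible ways. The chosen genes, 2174.5 on average, lay 0.67 log2 units from wild type in the set-aside vehicle libraries. In TMB libraries they had shifted by -0.18 toward wild type (range over the 6 ways -0.213 to -0.162), which is -26.6% of that distance. When each TMB library was fitted alone, which also changes the genes chosen, the shift was below 0 in all 5, from -0.176 in TMB F1 to -0.0507 in TMB F3 (SD over the 5 fits 0.0527). Each of these was smaller in size than the joint value of -0.178. With the GC trend of each library removed the joint shift was -0.06 (range over the 6 ways -0.107 to -0.0292), or -13.2% of a distance of 0.490. The same wild-type libraries served to choose genes and to measure both distances. Both distances may therefore be too large and both percentages too small in size.

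**Figure D5:**
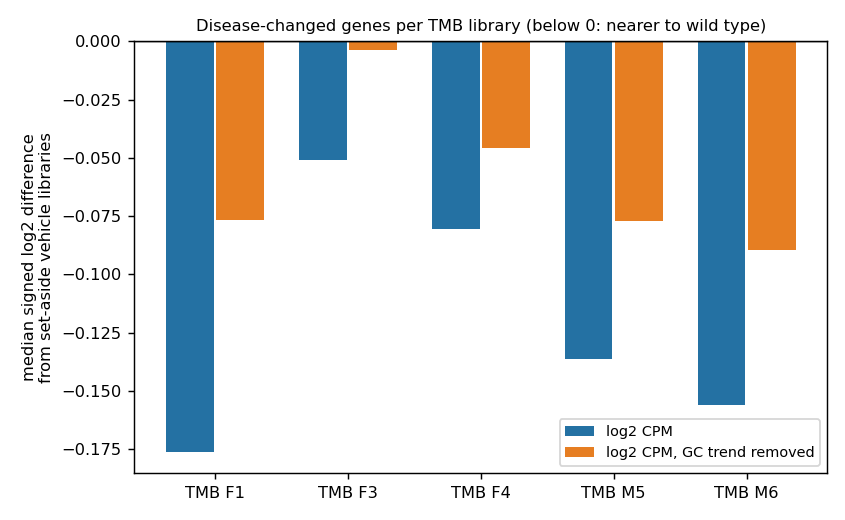
Median signed log2 difference of each TMB library, fitted alone, from the set-aside vehicle libraries, over genes changed in the Rpe65-/- retina; values below 0 lie nearer to wild type. Bars show the shift on log2 CPM (-0.18 to -0.05) and with the GC trend of each library removed (-0.0894 to -0.0038).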

Values the study reported

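The study reported 1530 differentially expressed genes between vehicle-treated Rpe65-/- mice and wild type, and 349 between TMB-treated Rpe65-/- mice and wild type, at an adjusted P < 0.05. Among 10 mitochondrial genes it reported 5 as altered in vehicle-treated and 3 in TMB-treated Rpe65-/- mice.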

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

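Of the tests in this part, those of a mislabelled sample, lens tissue and transcript length were chosen only after the result was seen. In 209 groups of 4 or 5 libraries 18 values lay farther from their group than Dixon's critical value allows, where chance gives about 1 in 20, or 10.4; 6 of the 18 belong to wild type F4.

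Wild type F4 lay at 58.4 on the second principal component, while the nearest wild-type library lay at 5.23, and its rod list level of 0.263 was above the next one at 0.067. A mislabelled Rpe65-/- library is argued against by its cone list level, 0.052 log2 units from the mean of the other 3 wild-type libraries, which differed by an SD of 0.0415 while vehicle libraries lay at -1.93. Lens tissue as the cause is argued against by wild type F3, whose lens level was within 0.423 of that of wild type F4 and which did not stand apart, and transcript length explained a share of only 0.0279 of the variance over genes. GC content explained a share of 0.504, and with the GC trend removed genes differing at least 1.5-fold from the other 3 went from 5812 to 2205 and the mean r with them from 0.964 to 0.979, so that a GC-dependent step of library preparation or of RNA quality may account for much of the difference. Whether it accounts for all cannot be told, since GC effects that the fitted cubic misses would also be left. No biological explanation was tested, since the labels name nothing that sets this mouse apart.

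Within wild type, F4 was also apart in the horizontal cell list (-0.0661, nearest 0.212), the circadian clock list (0.0784, nearest -0.147), Eno1b (4.14 CPM, nearest 2.62) and Jun (45.2 CPM, nearest 28.6). Fos was at 17.5 CPM in wild type M2 (nearest 29.4), and Trim43b at 0.0688 CPM in wild type F3 against 0 elsewhere. Among vehicle libraries Sox30 was at 34.6 CPM in F1 (nearest 22), Edn2 at 123 CPM in M4 (nearest 39.6), Hist1h2bq at 0.0702 CPM in M4 (nearest 5.58), Olfr1417 at 1.6 CPM in F2 (nearest 0.421) and Abhd14a at 47.7 CPM in F2 (nearest 14). The mitochondrial gene mt-Co3 was at 4610 CPM of mitochondrial counts in vehicle M5 (nearest 1380). Among TMB libraries Rpl34-ps1 was at 28.3 CPM (nearest 25.4), Tmem267 at 4.94 CPM (nearest 2.05) and Ackr4 at 9.3 CPM (nearest 6.58) in F1, and the mitochondrial ribosome list at -0.0639 in M5 (nearest -0.0272).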

How the results depend on the processing

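The settings chosen only after the data were seen were removal of the GC trend, DESeq2 with 2 groups, wild type F4 left out of TMB against vehicle, and sex with vehicle F2 entered as male. Counts of changed genes are given for vehicle against wild type, TMB against wild type and TMB against vehicle in that order. They were 5697, 1600 and 0, and became 1636, 550 and 0 against a fold change of 1.2, 2861, 1053 and 2402 with only the 2 groups compared, 3237, 2642 and 2 with the GC trend removed, and 2255, 2546 and 256 with both. TMB against vehicle gave 59 genes by DESeq2, 3383 by DESeq2 with 2 groups, 2 with no filter and 2741 without wild type F4. In the self-test with 13 libraries 76.1% of 2-fold but 31.3% of 1.5-fold changes were recovered for this comparison, so most small changes would be missed; the fits of 2 groups leave out the spread of wild type F4. Leaving out 1 library of the groups compared gave 2849 to 9508, 896 to 6490 and 0 to 3 genes. Replicate numbers recur across groups but do not pair the mice. The correlation of libraries sharing a number was -0.16 to 0.25, -0.17 to 0.23 and 0.054 to 0.073, and 2 of 6 libraries correlated best with their own number. With the number as a block the counts were 389, 261 and 1026 (mitochondrial genes 0, 1 and 0). Those fits held only the 6 libraries of the 2 groups whose number occurs in both groups. The effect of the block cannot be told apart there from that of fewer libraries. Size factors of the DESeq2 kind, a mean count of at least 100, limma and sex as a covariate moved no count by more than 1.5 times; limma called 3002 of 5917 genes higher against 2629 of 5697 by edgeR.

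Mitochondrial genes passing went from 7 (vehicle) and 5 (TMB) to 13 and 4 on the nuclear scale, 4 and 2 by DESeq2 and 3 and 0 with the 10 most abundant genes alone, and leaving out 1 library gave 3 to 7 and 1 to 6. On the nuclear scale direction reversed, among the 10 most abundant genes, for mt-Co1 (-0.70 in vehicle and -0.37 in TMB), mt-Cytb (-0.45 and -0.25), mt-Nd1 (-0.62 and -0.27) and mt-Nd4 (-0.66 and -0.33), and among the others for mt-Co2 (-0.72 and -0.16) and, in vehicle alone, mt-Nd4l (-0.24), by its construction, since mitochondrial shares were lower than in wild type. DESeq2 reversed mt-Nd5 (0.014 and 0.0015), mt-Nd2 in TMB (0.074) and mt-Rnr2 in vehicle (0.0080), and sex as a covariate reversed mt-Nd2 in TMB (0.0057); the cause was not tested.

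Lists past the threshold, 22 in total, became 1 with an estimated correlation, 11 by fry, 35 with the GC trend removed and 9 to 29 when 1 library was left out, with 9 without wild type F4. None of these 22 reversed. Other lists were not compared over all settings. Without wild type F4 several of them changed direction, among them the cytosolic ribosome and nuclear respiratory chain lists for TMB against wild type, none past the threshold in either fit. The shift of -0.18 became -0.23 with shared vehicle libraries, -0.12 with genes chosen at an adjusted p under 0.01 and -0.065 with the GC trend removed. Among named genes Jun (0.16 and, with 2 groups, 0.16) and Junb (0.031 and 0.032) reversed between TMB and vehicle with the GC trend removed. When 1 library was left out Jun ranged from -0.089 to 0.058 there and Alas2 from -0.21 to 0.13 for TMB against wild type; the cause was not tested. In the order of comparisons above, 864, 1135 and 440 values of named genes under the alternatives kept direction and side of the threshold, 63, 74 and 0 lost the call and 1, 9 and 73 gained it; of values of lists 112, 153 and 72 kept it and 21, 37 and 23 lost it.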

Other observations

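The tests of other splits for counts of genes, and of GC content as the whole cause of the shift, were chosen only after the result was seen. Single genes of some lists passed without a call for their list. Of 13 ganglion cell genes 5 fell in vehicle libraries, with a median of -0.11 (camera adjusted p = 0.128), among them Nefl (-0.68 ± 0.11) and Slc17a6 (-0.74 ± 0.12). Of 21 cholesterol biosynthesis genes 6 fell and 3 rose in vehicle libraries (adjusted p = 0.295), with Sc5d at -0.91 ± 0.13 and Cyp51 at -0.61 ± 0.11. Hk2, the hexokinase that commits glucose to glycolysis, fell in vehicle (-0.92 ± 0.12) and TMB libraries (-0.88 ± 0.11), as did Calb1, a calcium-binding protein of horizontal cells (-1.10 ± 0.14 and -0.89 ± 0.13). Among genes of catecholamine signalling, which include receptors that the drugs bind, Slc6a2 rose by 3.67 and 3.87 in vehicle and TMB libraries. Adrb1, the beta-1 adrenergic receptor, fell in vehicle and TMB libraries (-1.08 ± 0.17 and -1.17 ± 0.16), and Adra1d rose in vehicle libraries (1.11 ± 0.27). Of the 18 measured genes of this list 0 passed between TMB and vehicle libraries (camera adjusted p = 0.63, edgeR for single genes). Of the cAMP-responsive genes Nr4a1 fell in vehicle (-1.10 ± 0.20) and TMB libraries (-1.22 ± 0.19). Fos was lower in vehicle libraries (-1.08 ± 0.30, adjusted p = 0.0165), Jun was higher there (0.47 ± 0.17, adjusted p = 0.042) and Junb did not pass (0.74, adjusted p = 0.104). Per the study, Rpe65-/- mice were anesthetized for an electroretinogram and killed under that anesthesia, and wild-type mice had similar anesthesia. A recording in wild-type mice is not stated, so effects of the recording were not separated from those of genotype. Between TMB and vehicle libraries Jun (-0.02), Fos (0.63) and Junb (-0.34) did not pass (adjusted p = 0.944, 0.267 and 0.541). The study reported lower Junb, Fos and Jun with TMB in Müller glia, from single-cell sequencing. Whole-retina libraries do not separate Müller glia from other cells, so these values do not test that result.

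The remaining lists did not pass in any comparison, given here as adjusted camera p for vehicle against wild type, TMB against wild type and TMB against vehicle. These were rod and ON bipolar cell (0.732, 0.2, 0.476), horizontal cell (0.552, 0.2, 0.879), amacrine cell (0.608, 0.995, 0.183), cAMP-responsive (0.879, 0.63, 0.683), mitochondrial ribosome (0.556, 0.778, 0.0593), spliceosome (0.691, 0.748, 0.129), unfolded protein response (0.879, 0.735, 0.518), circadian clock (0.417, 0.533, 0.678), endothelium (0.879, 0.999, 0.869), oligodendrocyte (0.879, 0.879, 0.879), nuclear-retained RNA (0.939, 0.995, 0.879) and sex chromosome genes (0.913, 0.879, 0.732). The catecholamine list gave 0.832, 0.452 and 0.63. Median, mean and test differed in sign in at least 1 comparison for the amacrine, horizontal cell, cAMP-responsive, catecholamine, unfolded protein response, endothelium, oligodendrocyte, nuclear-retained RNA and sex chromosome lists, and for the rod list between TMB and vehicle libraries.

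At the study's threshold 5697 genes changed between vehicle and wild type. That is higher than the value quoted from the study above. Between TMB and wild type 1600 genes changed. That is also higher than the value quoted from the study above. The tests differ, since these counts come from 1 edgeR fit of all 13 libraries and the study used DESeq2. With DESeq2 on the same 13 libraries the counts were higher still, 6323 and 2202, which argues against the test alone as the reason. The sets of libraries may differ as well, since the design text of the series describes 3 wild-type mice and 4 libraries were used here. Without wild type M1 the counts were 2967 and 896, still above the study's values. The deposited fold-change tables, made from all 4 wild-type libraries, hold 3365 and 1412 genes at this threshold. What gave the lower values of the study was not tested.

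Disease-changed genes lay nearer to wild type in TMB than in vehicle libraries. The use of the same vehicle libraries to choose and to measure is argued against by the held-out shift, 77% of that with shared libraries, and chance by 2 of 100 splits of the 9 Rpe65-/- libraries as far toward wild type (real -0.178, other -0.179, the latter with TMB F3 and vehicle F2 exchanged). GC content explained a share of 0.334 of the variance over genes of the TMB minus vehicle difference and may account for much of the shift. With the GC trend removed -0.0648 was left, a value that 3 of 100 splits reached, the real one included (farthest other -0.0987). Whether GC content accounts for all of the shift cannot be told, since GC effects that the fitted cubic misses would also be left. Differences between groups that follow GC content were also removed, so the value left may be too small in size. The axis that sets wild type F4 apart cannot be told apart from an effect of TMB, as the third of the chosen genes that F4 shows least still shifted by -0.0983, against -0.207 over all genes chosen against the other 3 wild-type libraries, and the difference of F4 from them correlated over genes with vehicle minus TMB at 0.59. An effect of TMB on these genes stays open as a hypothesis, beside GC-dependent differences between libraries.

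Genes changed at least 2-fold in both Rpe65-/- groups may hold differences of strain rather than of disease. Those within 20 Mb of Rpe65 had an odds ratio of 3.85, and of 6 such genes, named after their values were seen, Gbp2b and Depdc1a had no count in wild type, with 4.29 and 1.46 CPM in vehicle libraries. Elsewhere the genes formed 121 pairs within 1 Mb, where 1000 random draws gave a median of 76 and at most 97 (permutation p = 0.001, the smallest these draws can give). With genes that share at least 10% of their 50-base sequences left out, 274 genes formed 88 pairs, against a median of 50 and at most 72. Linked segments would give such pairs, but gene families with less shared sequence and co-regulated clusters were not separated from them. Reads shared between gene copies cannot be told apart from other causes, since 19.8% of these genes against 9.37% of others share sequence (odds ratio 2.38), an enrichment between the bounds set in advance. Eno1b and Gm4735, the latter named after its values were seen, rose together from 4.45 to 545 CPM in vehicle libraries while Eno1 went from 1720 to 1424, and an effect of the lost gene on the rest stays open.

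Other splits of the libraries into groups of the same sizes were counted for each comparison. For vehicle against wild type 2 of 35 splits gave as many genes (real 5697, highest other 7041, with wild type F4 and vehicle F2 exchanged), so chance is not excluded by this count. For mitochondrial genes 1 of 35 did, the real one (7, other 1), which is the smallest share this design can give. For lists 23 of 35 did (7, other 15), so that chance is not excluded there. For TMB against wild type 5 of 100 gave as many genes (1600, other 5672, with wild type F4 and TMB F1 exchanged), 2 of 100 as many mitochondrial genes (5, other 7) and 16 of 100 as many lists (12 when adjusted over the lists of this comparison alone, other 17). Chance is thus not excluded for genes or lists. The share for mitochondrial genes is small, but there another split gave more genes than the real one. For TMB against vehicle the real counts were 0 genes (other 3) and 0 mitochondrial genes (other 1), which all 100 splits reach by construction, so that the splits decide nothing for these counts. As many lists came from 76 of 100 splits (4 when adjusted in the same way, other 12), so that chance is not excluded for lists. In the fit of these 2 groups alone 2 of 100 splits gave as many genes (2402, other 2829, with TMB F3 counted among vehicle libraries). This share is small, but the other split called more genes than the real one. None of these shares was adjusted for the number of counts tested, so none of them excludes chance. The 4 other splits of TMB against wild type that call more than 1600 genes (5672, 4378, 2944 and 2923) all put wild type F4 apart from the other 3 wild-type libraries, which points to a structure of the samples beside the groups.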
